A study of Mus musculus with 8 samples. Its data were reported in "Fasting-induced FGF21 signaling activates hepatic autophagy and lipid degradation via JMJD3 histone demethylase" (2020).

How the data were processed

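H3K27-me3 ChIP-seq was performed by the authors on livers of male JMJD3-floxed C57BL/6 mice that were injected at 8 weeks of age with AAV-TBG-Cre or AAV-GFP, and fasted for 16 h at 12 weeks after injection. Groups were taken from the sample labels, with 2 H3K27-me3 and 2 input libraries per virus. The authors processed the reads with the AQUAS pipeline for histone ChIP-seq and a pooled input as the control. Reads were mapped to mm10 with bwa, filtered with Samtools and Picard, and peaks were called with MACS. Peaks that overlapped across replicates were taken as enriched regions. Per the labels, each of the 2 deposited peak lists was made from both replicates of its group, so the lists give no value per mouse or per library. Broad domains of H3K27-me3 were called as narrow peaks, which splits a domain into several regions.

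For each peak the deposited lists give its position, a fold enrichment over the local input background, the −log10 of a p-value and the −log10 of a q-value, all as computed by the authors' peak caller. The deposited display score follows from the p-value and was not used. These values were used to describe, rank or filter peaks within a list. Folds were not compared between lists, and the number of peaks that pass a q-value or p-value threshold is given for each list as a property of its peak call. The smallest −log10 p was 2.03 in AAV-Cre and 2.00 in AAV-GFP.

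The reference was GRCm38, the assembly that mm10 names, with GENCODE M21 genes. All peaks were on 21 chromosomes, and 0 extended beyond the end of a chromosome of the reference. The regions held 264 unsequenced bases in total. Peaks that overlapped or touched were to be merged, but the smallest gap between peaks was 100 bp in each list, so regions equal peaks. Regions were called shared when they overlapped by at least 1 bp. Genes were called marked when a region lay within 15 kb of a start site of their basic protein-coding transcripts, the window used by the study. This gives a gene the mark of a close neighbour, so another gene with a closer start site is named beside a single gene or region described. Shares have Wilson 95% intervals, which cover counting error only.

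The files hold no read counts. In many peaks, however, the p-values and folds repeat on fixed steps. For 44809 peaks of AAV-Cre (75.6%) and 10501 of AAV-GFP (30.4%) the p-value was that of a Poisson distribution with a single background rate for the list, 5.19 and 4.73 fragments. The steps of the fold then give the factor by which ChIP signal was scaled down to the input, which corresponds to 3.71 ChIP reads per input read in AAV-Cre and 1.29 in AAV-GFP. If the shortest peak equals the fragment length used by the caller, the pooled ChIP libraries of AAV-Cre held 1.26 times as many reads as those of AAV-GFP, and the pooled input 0.439 times as many. Absolute depths are unknown.

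Overlap against chance was tested by rotating the AAV-GFP regions of each chromosome by a random offset 1000 times, leaving out the first 3 Mb, with a one-sided permutation p. Gene lists were compared with 10000 random lists of the same size drawn from 21938 protein-coding genes, with ties counted at 0.5. No test between virus groups was made, since there is 1 list per group. The lists of 73 autophagy genes, 50 developmental regulators, 50 hepatocyte genes and 12 genes taken from the study were fixed before the data were examined, as were the rotation test, the comparison with random lists and most alternatives. Some tests of explanations were chosen later, as the closing section states. The genes and regions named are the 12 genes of the study, the 5 regions with the highest −log10 p found only in each list, the 3 widest regions of each list and the autophagy genes marked in only 1 list. A region that this rule selects is not reported here. Regions were annotated with the exons, introns and untranslated sequence of protein-coding genes.

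Alternatives were q-value thresholds of 0.05 and 0.01, the same number of 34586 top peaks per list, merging within 1 or 5 kb, overlap over at least 0.5 of the region or within 1 kb, autosomes only, windows of 1, 5 and 50 kb, all 55413 annotated genes, and random genes matched within 5 classes of gene length. Chosen after seeing the data were a minimum width of 300 bp, a minimum −log10 p of 5, start sites of RefSeq curated mRNAs, and random genes matched within 5 classes of the GC content within 1000 bp of the start site.

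The functions were tested on simulated data. For the overlap of the lists, 100% of calls on 1996 simulated regions equalled a direct search, and for genes marked, 100% of calls on 21938 genes did. For random gene lists, 5.5% of 200 unchanged lists fell outside the central 95%, and 99% of lists with a strongly raised share were found. Smaller raises were not simulated, so the power to find them is unknown. For overlap against chance, 5% of 100 pairs of unrelated lists had a p of 0.05 or lower. The regions of these pairs were placed at random without clustering and rotated fewer times, so the check does not cover clustered lists. The rate and scale behind the steps of the peak caller were recovered with an error of at most 0.0001% in 4 simulated lists. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The RNA-seq of the study was not analysed here.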

Results

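To examine where the histone mark H3K27-me3 lies in the genome of fasted mouse liver after downregulation of JMJD3, ChIP-seq was performed on livers of male JMJD3-floxed mice. JMJD3, encoded by Kdm6b, removes methyl groups from lysine 27 of histone H3, a mark associated with silent genes. The mice had received AAV-TBG-Cre, a virus that expresses the Cre recombinase in hepatocytes, or AAV-GFP as the control. The series holds 8 libraries, with 2 H3K27-me3 and 2 input libraries in each virus group. The H3K27-me3 libraries of each group were combined by the authors into 1 list of enriched regions, so that 2 lists were compared. There were no replicate values, so no difference between the virus groups could be set against the spread between mice, and every interval given here covers counting error only.

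The AAV-Cre list contained 59267 regions that covered 73.7 Mb, or 2.71% of the genome. The AAV-GFP list contained 34586 regions that covered 14.9 Mb, or 0.548% of the genome. The AAV-Cre list was therefore 1.71 times longer and covered 4.93 times more sequence. Among the alternatives tried, merging of peaks up to 5 kb apart moved the AAV-Cre count most, to 20604 regions, and a minimum p-value moved the AAV-GFP count most, to 11457 regions. With the same number of 34586 top peaks in each list, the lists have equal counts by construction. The median width was 753 bp in AAV-Cre, with an interquartile range from 493 to 1339 bp, and 231 bp in AAV-GFP, with an interquartile range from 160 to 426 bp.

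The lists also differed in properties set at peak calling and filtering. The shortest peak was 300 bp in AAV-Cre, a width that 181 peaks had, and 120 bp in AAV-GFP, a width that 1786 peaks had. Within the AAV-Cre list, 52486 peaks (88.6%) had a q-value of 0.05 or lower in their own peak call, and within the AAV-GFP list 16203 peaks (46.8%) did. Each peak carries the rank that the peak caller gave it. The ranks ran to 70465 in AAV-Cre, of which 11198 (15.9%) were absent from the list, and to 34607 in AAV-GFP, of which 21 (0.0607%) were absent. In AAV-Cre the absent share rose from 0.0710% in the strongest 10% of the ranks to 59.2% in the weakest 10%, whereas in AAV-GFP it was 0.0578% in the strongest and 0.0289% in the weakest 10%. Counts of weak regions are thus not directly comparable between the lists.

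**Figure D1:**
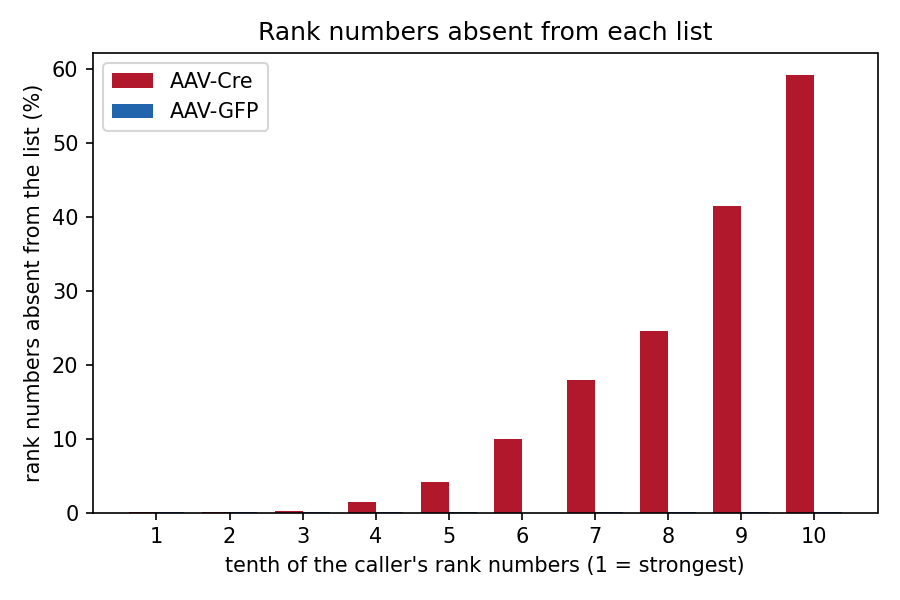
Share of the peak caller's rank numbers that are absent from each deposited list (%, vertical axis) by class of 10% of the ranks (horizontal axis, 1 is the strongest), with AAV-Cre in red and AAV-GFP in blue. The absent share reaches 59.2% in the weakest class for AAV-Cre, while the AAV-GFP bars stay too low to be seen, at 0.0289% in the weakest class.

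Whether both lists marked the same places was examined by overlap of at least 1 bp. Of the AAV-Cre regions, 14361 (24.2%, Wilson 95% interval 23.9 to 24.6%) overlapped an AAV-GFP region, and 44906 did not. Of the AAV-GFP regions, 29880 (86.4%, interval 86.0 to 86.8%) overlapped an AAV-Cre region, and 4706 did not. The share of AAV-Cre regions moved most, to 4.71%, when at least 0.5 of the region had to be covered. By length, 93.3% of the bases in the AAV-GFP list lay inside AAV-Cre regions, and 18.9% of the bases in the AAV-Cre list lay inside AAV-GFP regions. A shared AAV-Cre region held 2.09 AAV-GFP regions on average, and 6342 held more than 1. When the AAV-GFP regions were rotated along their chromosomes, 1062 AAV-Cre regions overlapped them on average, with at most 1543 in 1000 rotations. The observed overlap was 13.5 times this average (one-sided permutation p = 0.001, the smallest that 1000 rotations can give). This test describes the 2 lists and not the difference between the virus groups.

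The overlap varied with the strength of the region, ranked by the p-value within its own list. Width fell along with strength. From the strongest to the weakest 10%, the median width went from 3310 to 483 bp in AAV-Cre and from 1319.5 to 180 bp in AAV-GFP. Wider regions overlap more easily under the 1 bp rule, so strength and width were not separated. Of the strongest 10% of AAV-Cre regions, 93.9% (interval 93.3 to 94.5%) were shared with AAV-GFP. The share was 55.8% in the next 10% and 4.56% in the weakest. Of the strongest 10% of AAV-GFP regions, 99.1% (interval 98.7 to 99.3%) were shared with AAV-Cre, and 73.7% of the weakest 10%.

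**Figure D2:**
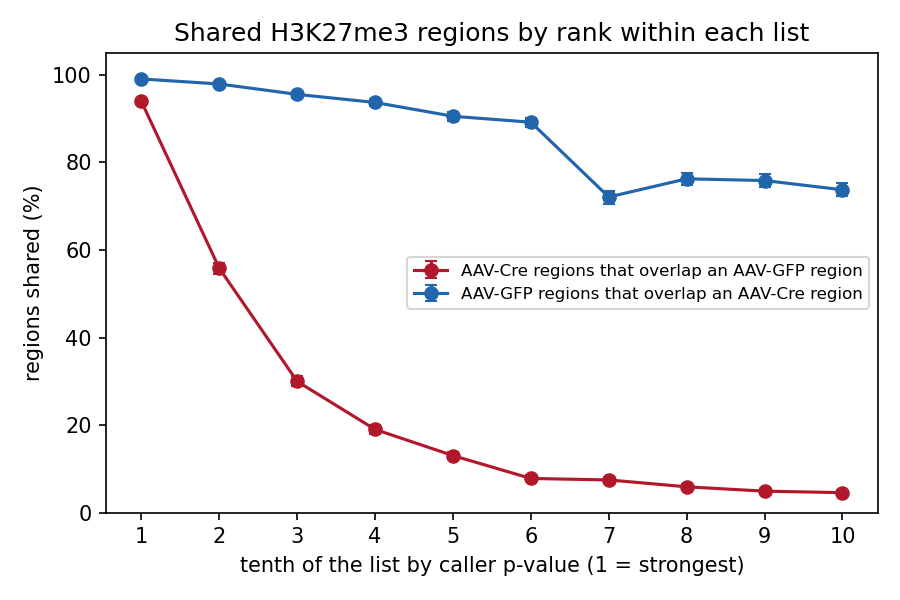
Share of regions that overlap a region of the other list (%, vertical axis) by class of 10% of the list when ranked by the caller's p-value (horizontal axis, 1 is the strongest), with AAV-Cre in red, AAV-GFP in blue and Wilson 95% intervals as bars. The AAV-Cre share falls from 93.9% to 4.56%, while the AAV-GFP share stays at 72.1% or more.

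Regions found only in AAV-Cre had a median width of 638 bp, against 1877 bp for AAV-Cre regions shared with AAV-GFP. Regions found only in AAV-GFP had a median width of 157 bp, and 14.3% of them (interval 13.3 to 15.3%) had a q-value of 0.05 or lower, against 52.0% of the shared AAV-GFP regions. The median GC content was 49.5% in shared AAV-Cre regions, 50.1% in regions only in AAV-Cre and 44.2% in regions only in AAV-GFP. The lower GC content of the last class held under all 5 alternatives, in which its median was 43.3 to 45.1%. The median number of CpG dinucleotides per 100 bases was 1.65, 1.25 and 0.694 in the same order. A transcription start site of a protein-coding gene lay within 1 kb of 27.9% of the shared AAV-Cre regions, 5.45% of the regions only in AAV-Cre and 3.23% of the regions only in AAV-GFP.

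The regions at the top of each class were examined with coordinates of mm10. The fold enrichment over input that follows is the authors' own value for each peak and describes peaks within 1 list. The strongest region found only in AAV-Cre by p-value was an intergenic stretch of 3133 bp on chromosome 5 (145661162 to 145664294), with a fold enrichment of 6.36, 55842 bp from the start site of Cyp3a41a. The next was on chromosome 1 (170643110 to 170645234) over the start site, an exon and untranslated sequence of Olfml2b, with a fold enrichment of 8.04. The others were an intergenic region 6828 bp from the start site of Onecut1 on chromosome 9 (74852993 to 74855093), a region over an exon and untranslated sequence of Sox12 on chromosome 2 (152396133 to 152398036) with 71.1% GC, and a region of 7426 bp over exon sequence of Slc36a2 on chromosome 11 (55160532 to 55167957), for which the closest start site was that of Slc36a3, 8824 bp away.

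The 5 strongest regions found only in AAV-GFP were short, from 148 to 318 bp. The first lay in an intron of Gm20388 on chromosome 8 (123612762 to 123612909), and all of its bases (100%) were soft-masked as repeats in the reference. Its closest start site was that of Rhou, 41020 bp away. A pair lay at Fcgr3 on chromosome 1, in an intron (171063701 to 171063867) and between genes (171074395 to 171074575). The others were an intergenic region 14295 bp from the start site of Gm21083 on chromosome 5 (15591628 to 15591945) and a region in an intron of Cldn34d on the X chromosome (76598927 to 76599113), whose fold enrichment was 1.84.

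Wide AAV-Cre regions spanned 32879 bp over Hoxa9, Hoxa10 and Hoxa11 on chromosome 6 (52221875 to 52254753) and 31360 bp over Cux2 on chromosome 5 (122028110 to 122059469). The widest AAV-GFP regions spanned 17378 bp over Hmx2 and Hmx3 on chromosome 7 (131540497 to 131557874), 12116 bp over Ebf3 on the same chromosome (137307846 to 137319961) and 8986 bp over Skor1 on chromosome 9 (63140896 to 63149881). Each of these 5 regions covered exons and untranslated sequence of the genes named.

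To ask which genes gained a region after downregulation of JMJD3, a gene was called marked when a region lay within 15 kb of its start sites. Of 21938 protein-coding genes, 9112 (41.5%, interval 40.9 to 42.2%) were marked in AAV-Cre and 6130 (27.9%, interval 27.4 to 28.5%) in AAV-GFP. Both lists marked 5862 genes. In total, 3250 genes (14.8%, interval 14.4 to 15.3%) were marked only in AAV-Cre and 268 (1.22%, interval 1.08 to 1.38%) only in AAV-GFP, a ratio of 12.1. This is a presence or absence of a call and not a difference in level. With the same number of peaks in each list the counts were 2194 and 403, and with a window of 1 kb they were 1671 and 63. Across the settings the ratio ran from 5.44 with the same number of peaks to 278 with a minimum width of 300 bp. That width removes short AAV-GFP peaks by construction. The ratio was 62.1 and 81.5 at q-values of 0.05 and 0.01 or lower, respectively, and 8.21 at 50 kb.

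Control genes were examined in the same way. All 50 developmental regulators chosen before the data were examined were marked in both lists (100%, interval 92.9 to 100%). Of 50 genes highly expressed in hepatocytes, 4 (8%, interval 3.15 to 18.8%) were marked in AAV-Cre and 1 (2%, interval 0.354 to 10.5%) in AAV-GFP. Of these hepatocyte genes, 3 were marked only in AAV-Cre and 0 only in AAV-GFP. Both shares come from the same 50 genes, so their separate intervals do not test a difference, and none is claimed. At 1 kb from the start site, 0 of the 50 hepatocyte genes were marked in either list.

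Because the study asked whether autophagy genes gain H3K27-me3, a list of 73 autophagy genes, 8 of which were also among the 12 genes taken from the study, was compared with 10000 random lists of protein-coding genes. In AAV-Cre 13 of the 73 genes (17.8%, interval 10.7 to 28.1%) were marked, and in AAV-GFP 4 (5.48%, interval 2.15 to 13.3%). Only in AAV-Cre were 9 marked (12.3%, interval 6.62 to 21.8%), and 0 only in AAV-GFP. The share marked only in AAV-Cre was at the 28.3rd percentile of the random lists, whose central 95% ran from 6.85 to 23.3%. It was thus not distinguishable from that of protein-coding genes at large. The random lists include genes already marked in AAV-GFP, and the closing section compares only genes not marked there. The percentile moved most in direction with the same number of peaks per list, to 62.5, and was 0.14 at 1 kb from the start site, where 0 of the 73 genes were marked only in AAV-Cre. The share marked at all was below the central range of the random lists in AAV-Cre (30.1 to 53.4%) and also in AAV-GFP (17.8 to 38.4%). These were among 12 such comparisons over 3 lists, given as percentiles without p-values.

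**Figure D3:**
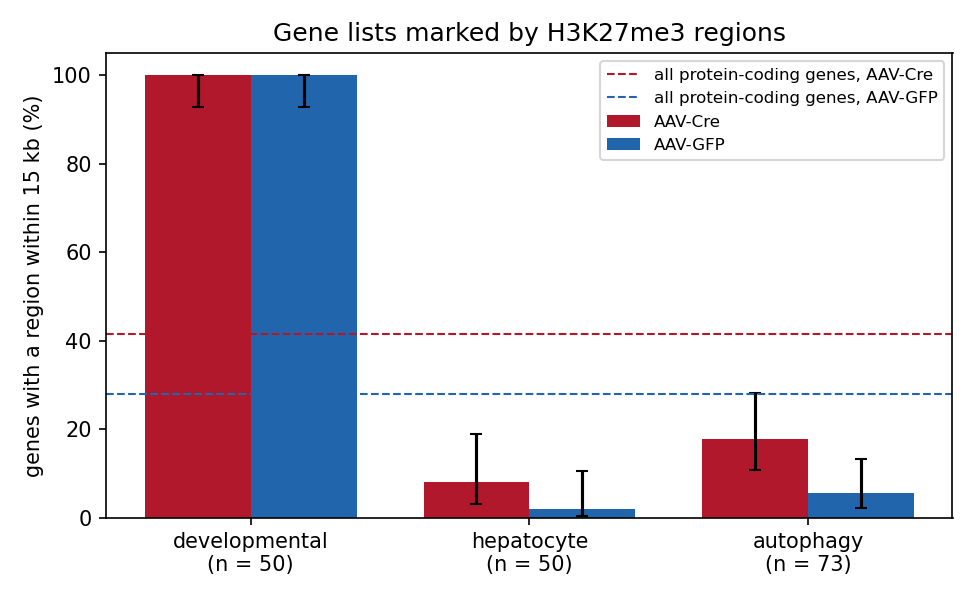
Share of genes with a region within 15 kb of a start site (%, vertical axis) for the developmental, hepatocyte and autophagy lists (horizontal axis), in AAV-Cre (red) and AAV-GFP (blue), with Wilson 95% intervals as bars and the share of all protein-coding genes as dashed lines. The developmental list is at 100% in both, and the autophagy list, at 17.8% and 5.48%, is below the lines at 41.5% and 27.9%.

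The 9 autophagy genes marked only in AAV-Cre were Ctsd, Tfeb, Atg16l1, Vps16, Pink1, Plekhm1, Atg101, Wipi1 and Stx17. Their nearest regions lay from 1818 bp (Stx17) to 14982 bp (Ctsd) from a start site of the gene. For Ctsd and Vps16 the region was closer to the start site of another gene, Ifitm10 and Tmem239, respectively.

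The targeted gene and genes taken from the study were then inspected, with LC3 represented by both Map1lc3a and Map1lc3b. At Kdm6b (ENSMUSG00000018476.7, chromosome 11, 69398508 to 69413675, minus strand), 2 regions were present in AAV-Cre and 0 within 15 kb in AAV-GFP. The nearer, of 935 bp (69421061 to 69421995), lay 7386 bp upstream over an exon of Dnah2, with a fold enrichment of 4.17 and a q-value of 7.9e-08. The peak lists do not measure the deletion in Kdm6b, so the efficiency of the downregulation was not analysed here.

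Of the 12 genes, 4 were marked only in AAV-Cre (Kdm6b, Tfeb, Fgf21 and Lipe), 1 in both lists (Pnpla2, which encodes ATGL) and 7 in neither (Ppargc1a, Ulk1, Map1lc3a, Map1lc3b, Atg3, Atg7 and Bnip1). The study reported higher H3K27-me3 signal by ChIP-seq at nearly all of the genes it named, which include Ulk1, Atg3, Atg7 and Lc3. It also ran separate ChIP assays at selected genes. A missing call within 15 kb does not measure the level of the mark, so it does not test that report. At 1 kb from the start site, 0 of the 12 were marked in either list. At 50 kb, 7 were marked in AAV-Cre and 6 of these also in AAV-GFP. The nearest AAV-GFP regions of Tfeb, Fgf21 and Bnip1 were in the weakest 10% of that list, with a −log10 p of 2.44, 2.05 and 2.03, respectively. Those of Pnpla2, Lipe and Map1lc3b had a q-value of 0.0124 or lower.

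At Tfeb (chromosome 17, 47737030 to 47792419), the nearest AAV-Cre region (47732050 to 47733000) lay 4030 bp from the start site over an exon of the neighbouring gene Pgc, with a fold enrichment of 3.30 and a q-value of 8.4e-05. The nearest AAV-GFP region was 46073 bp away. At Fgf21 (chromosome 7, 45613886 to 45615490), an AAV-Cre region of 523 bp (45617091 to 45617613) lay 1601 bp upstream and covered a start site of Fut1, with a fold enrichment of 2.90 and a q-value of 0.00299. A stronger AAV-Cre region of 4041 bp (45630014 to 45634054), 14524 bp from the Fgf21 start site over an exon of Rasip1, had a fold enrichment of 8.18 and a q-value of 3.3e-36 and was shared with AAV-GFP. The AAV-GFP region inside it (45631451 to 45631716) was a weak call of 266 bp. Its −log10 p was 2.05, in the weakest 10% of the AAV-GFP list, so the sharing rests on a call near the threshold. It was 15961 bp from the Fgf21 start site, just outside the window. The call of Fgf21 as marked only in AAV-Cre thus rests on the region of 523 bp and on the edge of the window. At Lipe, which encodes HSL, the AAV-Cre region of 479 bp (chromosome 7, 25375010 to 25375488) was intergenic, 13736 bp from a start site and closer to Cnfn, and had a q-value of 0.0230. This call was lost at a q-value of 0.01 or lower and with the same number of peaks per list, and an AAV-GFP region lay 19658 bp from a Lipe start site. At Pnpla2, the regions of both lists lay over Cracr2b, and the nearest were 6277 bp (AAV-Cre) and 6513 bp (AAV-GFP) from a start site. Among the genes marked in neither list, the distance to the nearest AAV-Cre region ran from 18388 bp (Bnip1) to 218492 bp (Map1lc3a), and it was 69305 bp for Ulk1 and 179460 bp for Atg7.

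**Figure D4:**
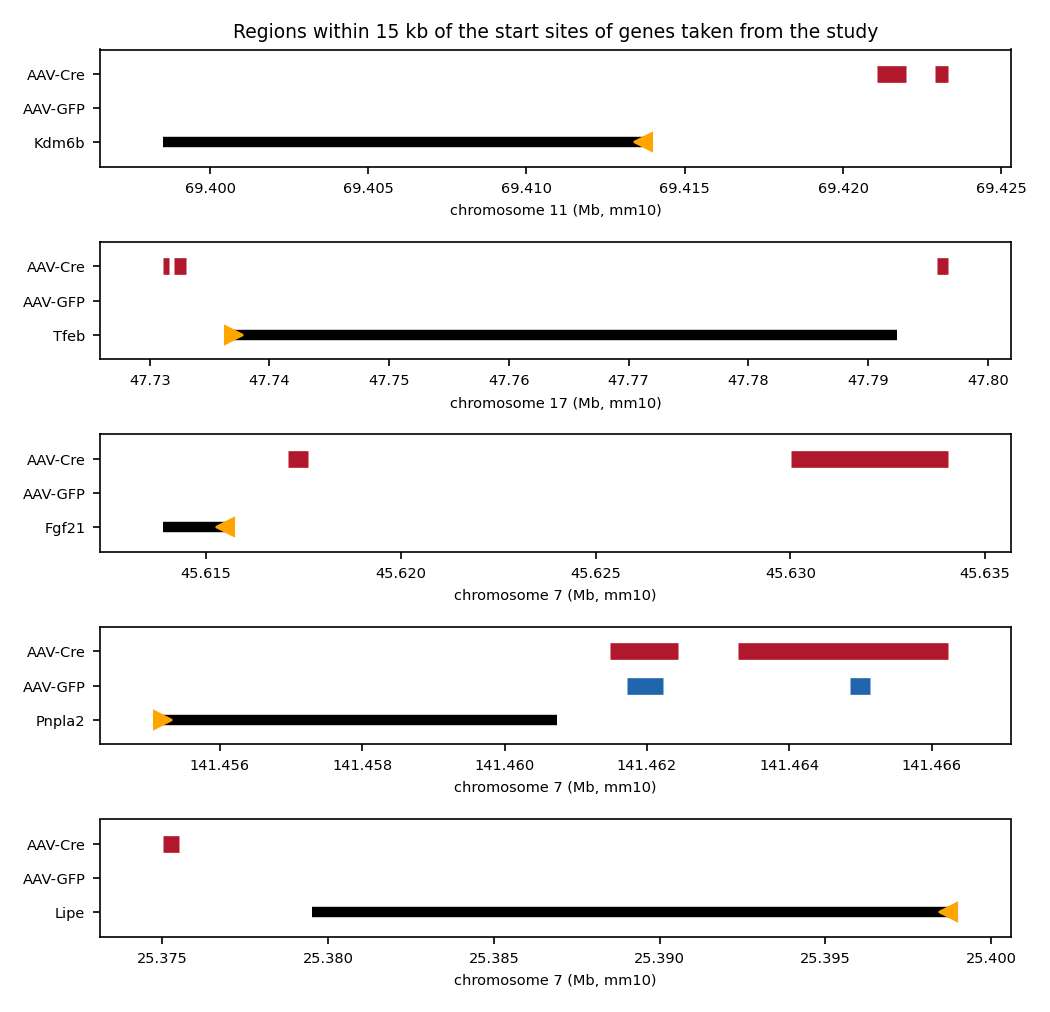
Positions (horizontal axes, Mb of mm10) of regions within 15 kb of the start sites of the 5 marked genes taken from the study, with AAV-Cre regions in red, AAV-GFP regions in blue, the gene as a black bar and its outermost start site as an orange arrowhead that points along transcription. AAV-GFP regions appear only at Pnpla2, and at each of the 5 genes the regions lie outside the body of the gene.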

Values the study reported

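The study reported that expression of 846 genes was lowered after JMJD3 was downregulated in the liver. It counted 564 genes as potential JMJD3 targets, with both lower expression and higher H3K27-me3. Its ChIP-seq used 2 mice in each group.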

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

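The minimum width, the minimum −log10 p, the RefSeq start sites and the random genes matched on GC content were chosen after the data had been seen. Leaving out each mouse in turn could not be run, because each list pools both replicates. No paired analysis was possible because the pooled lists hold no values per replicate.

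Regions and covered length were recomputed under the score, peak number, merging, autosome and width settings. The AAV-Cre list covered more of the genome in each of these and held more regions in each except equal peak numbers, which fixes the count. It had the lower shared share in each of these settings and under both other overlap rules. Genes were recomputed under the score, peak number, window, annotation, autosome and width settings, and in each of these AAV-Cre marked more genes, and more genes only in itself, than AAV-GFP. The overlap exceeded chance under all 10 alternatives, with a permutation p of 0.001 in each, the smallest that 1000 rotations can give. The sizes moved, as follows, and the cause was not tested except where the setting itself removes or joins peaks.

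A q-value of 0.05 or lower left 16203 AAV-GFP regions. It gave shared shares of 15.6% (AAV-Cre) and 95.5% (AAV-GFP), 68 genes only in AAV-GFP, median GC contents of 51.0% (both lists), 49.9% (only AAV-Cre) and 43.9% (only AAV-GFP), and 0% of hepatocyte genes marked in AAV-GFP. A q-value of 0.01 or lower left 11930 AAV-GFP regions over 9.48 Mb. It gave shared shares of 14.9% and 96.3%, 52 genes only in AAV-GFP, GC contents of 51.6%, 49.9% and 43.3% in the same order, and 0% of hepatocyte genes in AAV-GFP. The 34586 top peaks of each list gave shared shares of 37.5% and 82.1%, 403 genes only in AAV-GFP and GC contents of 49.9%, 50.3% and 45.1%.

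Merging within 1 kb gave 35659 AAV-Cre and 17732 AAV-GFP regions, shared shares of 28.1% and 78.6%, and GC contents of 50.2% (only AAV-Cre) and 44.8% (only AAV-GFP). Merging within 5 kb gave 20604 regions over 119.1 Mb in AAV-Cre and 11738 regions over 34.3 Mb in AAV-GFP, shared shares of 36.8% and 77.6%, and GC contents of 49.1%, 49.9% and 44.9%. With at least 0.5 of the region covered, the shared shares were 4.71% and 84.8%, and within 1 kb of a region of the other list they were 32.9% and 90.8%.

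A minimum width of 300 bp left 12841 AAV-GFP regions, shared shares of 12.2% and 98.5%, and 17 genes only in AAV-GFP. A minimum −log10 p of 5 left 29096 AAV-Cre regions and 11457 AAV-GFP regions over 9.31 Mb, shared shares of 21.4% and 95.2%, and 63 genes only in AAV-GFP.

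With a window of 1 kb, 5241 genes were marked in AAV-Cre, 3633 in AAV-GFP, 1671 only in AAV-Cre and 63 only in AAV-GFP, with 0 of the 12 genes of the study marked only in AAV-Cre and 0% of hepatocyte genes marked in AAV-Cre or in AAV-GFP. With 5 kb, 142 genes were marked only in AAV-GFP, 2 of the 12 genes only in AAV-Cre, and 2% of hepatocyte genes in AAV-Cre. With 50 kb, 10218 genes were marked in AAV-GFP, 459 only in AAV-GFP, 1 of the 12 only in AAV-Cre, and 44% (AAV-Cre) and 28% (AAV-GFP) of hepatocyte genes. Over all annotated genes, 18037 were marked in AAV-Cre, 11432 in AAV-GFP, 7469 only in AAV-Cre and 864 only in AAV-GFP.

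The percentile of the autophagy list rose from 28.3 to 62.5 with equal peak numbers and fell to 0.14 at 1 kb, where it left the central 95% of random lists on the low side. Under the other alternatives it stayed within the central range, from 3.2 at 5 kb to 44.1 at 50 kb. It was 6.1 and 6.25 at q-values of 0.05 and 0.01 or lower, respectively. Autosomes alone and RefSeq start sites changed none of the results they were tried on by more than the limits set. Of the AAV-Cre calls for single genes of the study, 12 changed and 72 did not. The AAV-GFP calls for these genes were not part of that count, and at 50 kb 6 of the genes were marked in AAV-GFP.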

Other observations

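The tests of the replicate filter, the fragment setting, the missing ranks, the fixed steps, the X chromosome and the random genes matched on GC content were chosen after the data had been seen. For the remaining tests, what each explanation would show was written down before the result of the test. The study's biological explanation, that loss of a demethylase leaves more H3K27-me3, stays open for each pattern that sets the virus groups apart, and was not testable with 1 pooled list per group.

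The AAV-Cre list was longer and wider than the AAV-GFP list. A replicate filter that acted more on AAV-GFP is argued against by the missing ranks, since 15.9% of ranks were absent in AAV-Cre and 0.0607% in AAV-GFP, so filtering worked against the difference. A longer fragment setting in AAV-Cre may contribute, as the shortest peaks were 300 and 120 bp. Counting only peaks of at least 300 bp left 12841 AAV-GFP regions, but this limit removes AAV-GFP peaks by construction and so decides nothing. A difference in depth or in the enrichment of the ChIP cannot be told apart from a gain of the mark. It was predicted that over 95% of the strongest 10% of AAV-Cre regions would be shared if depth or enrichment were the cause, and many unshared if not. The share was 93.9%, which meets neither prediction, and enrichment is confounded with the virus because each group has 1 pooled list.

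The AAV-GFP list kept nearly all ranks of the caller. In its weakest 10%, 0.0289% of ranks were missing, against 59.2% in AAV-Cre. The low share raises the hypothesis that the deposited AAV-GFP list did not pass the filter for overlap across replicates that the AAV-Cre list passed. That share is the observation itself and gives no separate test of the hypothesis. Replicates that overlap at nearly every weak peak would leave the same trace, and the lists cannot exclude this. The AAV-GFP list was also in the order of the ranks while the AAV-Cre list was not. If the hypothesis holds, the AAV-GFP list is longer than a filtered list would be.

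The p-values and folds of many peaks repeat on fixed steps. With the background rate fitted from the p-values alone, the folds gave a whole number of ChIP fragments, within 0.05, for 100% of these peaks in each list. The folds share 1 step within a list, so this amounts to 1 check per list, with a chance of about 10% each, and it is consistent with ChIP signal scaled down to a smaller input library. On this reading the mean ChIP depth, in fragments per base, was 3.16 times higher in AAV-Cre, of which a factor of 1.26 is read number and the rest the fragment setting. AAV-GFP regions at the background rate were shared with AAV-Cre in 68.3% of cases (interval 67.4 to 69.2%), against 94.3% (interval 94.0 to 94.6%) of those where the local input was higher. No biological explanation was tested for this difference.

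Regions found only in AAV-GFP may largely be calls near the threshold of the caller: 14.3% had a q-value of 0.05 or lower, as predicted for such calls. Whether repeated sequence contributes stays open, since the values go both ways. The mean soft-masked share was 26.4%, below the 31.7 to 34.8% of the same regions in 20 rotations, where a share above the rotations had been predicted for repeats. It was above that of shared AAV-GFP regions and of both classes of AAV-Cre regions, the highest of which was 18.3%, and the strongest region of the class was masked throughout.

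Of the regions found only in AAV-Cre, 37.5% (interval 37.0 to 37.9%) lay within 5 kb of an AAV-GFP region, and 62.5% lay further away. For the latter, no called AAV-GFP region was close enough for spreading over up to 5 kb. A place marked in AAV-GFP but not called would be missed, so spreading is not excluded. The share nearby was above the 6.81% of rotated regions, but a preference of both lists for the same parts of the genome would also raise it, so proximity alone does not show spreading.

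More genes were marked only in AAV-Cre than only in AAV-GFP. List length as the whole cause is argued against, because with the same number of peaks the ratio was 5.44, above the 1.5 set beforehand. Width and enrichment are not equalised by that setting and stay open.

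Autophagy genes marked only in AAV-Cre may reflect a gain of calls across genes at large. The list lay at percentile 28.3 of random lists, which include genes already marked in AAV-GFP. With random genes matched on GC content around the start site the percentile was 15.9; there was no excess for GC content to explain, so that test decides nothing. Of the 69 autophagy genes not marked in AAV-GFP, 9 were marked in AAV-Cre (interval of the share 7.02 to 23.0%), against 20.6% of all 15808 such genes. The presence of a call within 15 kb does not measure the level of the mark at a gene.

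The X chromosome held few regions: 315 in AAV-Cre (1.84 per Mb, against 23.9 per Mb on autosomes) and 278 in AAV-GFP (1.63 against 13.9 per Mb). A candidate explanation is that males carry 1 copy of X while the background is set for the whole genome, so that a region on X needs a fold 2 times higher on an autosomal scale. The X density divided by the density of autosomal regions with at least 2 times the lowest background fold was 1.36 in AAV-GFP, within the 1.5 allowed, and 0.450 in AAV-Cre, outside it. Copy number alone may be enough for the shortage in AAV-GFP, and falls short as the whole cause in AAV-Cre. No biological explanation was tested for the X chromosome.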
